# RNA-seq analysis of lncRNA-controlled developmental gene expression during puberty in goat & rat

**DOI:** 10.1186/s12863-018-0608-9

**Published:** 2018-04-02

**Authors:** Xiaoxiao Gao, Jing Ye, Chen Yang, Lei Luo, Ya Liu, Jianping Ding, Yunhai Zhang, Yinghui Ling, Weiping Huang, Xiaorong Zhang, Kaifa Zhang, Xiumei Li, Jie Zhou, Fugui Fang, Zubing Cao

**Keywords:** lncRNA, Puberty, XLOC_446331, Hypothalamus

## Abstract

**Background:**

Puberty is a pivotal stage in female animal development, and marks the onset of reproductive capability. However, little is known about the function of lncRNAs (long noncoding RNAs) in puberty. Therefore, RNA-seq analysis were performed between goats and rats to clarify the roles of lncRNAs and mRNAs in the onset of puberty.

**Results:**

In the present study, the length of lncRNAs, the length of the open reading frame and the exon count were compared between the two species. Furthermore, functional annotation analysis based on Kyoto Encyclopedia of Genes and Genomes (KEGG) and Gene Ontology (GO) analysis of lncRNAs target genes and differentially expressed mRNA demonstrated the significantly enriched terms, such as AMPK signaling pathway, oxytocin signaling pathway, insulin secretion as well as pheromone receptor activity, and some other signaling pathways which were involved in the regulation of female puberty. Moreover, our results of siRNA interference in vitro showed the candidate lncRNA *XLOC_446331* may play a crucial role in regulating female puberty.

**Conclusion:**

In conclusion, the RNA-seq analysis between goat and rat provide novel candidate regulators for genetic and molecular studies on female puberty.

**Electronic supplementary material:**

The online version of this article (10.1186/s12863-018-0608-9) contains supplementary material, which is available to authorized users.

## Background

Puberty is a transitional stage for an animal from the immature sexual state to the mature sexual state, and it marks the onset of reproductive capability [1]. Puberty is well known to be controlled by a range of complex factors and their interactions, including genetic, metabolic, neuroendocrine, nutritional, and environmental factors [2]. It is also well known that the hypothalamic-pituitary-gonadal (HPG) axis plays an important role in the regulation of genes such as *Kiss-1/GPR54*, *TAC3*, and *TACR3* [3, 4], *MKRN3* [5]. Moreover, several studies have revealed that a positive energy balance was required for GnRH (gonadotropin releasing hormone) activation at puberty, such as the insulin signal. As previously reported, insulin signaling proteins are widely detected throughout the hypothalamus, and insulin signaling has been suggested to participate in the regulation of reproduction [6, 7]. Otherwise, blockade of insulin signaling in the brain led to delaying in the puberty of mice [8]. Moreover, significant expression levels of IGFBP5 in mammary tissue suggested that IGFBP-5 may be critical for postnatal mammary development [9]. Decreasing the age at puberty could reduce the cost of developing replacement nanny goats. Previous research has reported hundreds of differentially expressed genes in hypothalamus of pubertal Liaoning cashmere (LC) and Jining grey (JG) goats, and these genes were also involved in both neuroendocrine and energy metabolism [10]. Recently, epigenetic mechanisms of transcriptional regulation have been found to play a crucial role in the onset of puberty in female rats [11]. LncRNAs are the key players in epigenetics, and have been shown to participate in reproduction. Studies thus far have primarily identified lncRNAs in humans and mice and investigated them in detail [12, 13]. Recent studies on mammalian lncRNA datasets include bovine [14–16] and porcine [17, 18] lncRNAs in muscle and skin. The lncRNA HongrES2 was involved in normal sperm maturation in rat epididymis [19]. Another study screened numerous lncRNAs that participated in preimplantation development in mice embryos [20]. The determination of puberty onset and evaluation of reproductive status could be performed by concentrations of Cameroon Dwarf goats serum IGF-1 during prepubertal and pubertal periods [21]. In addition, previous research among ncRNAs and mRNA in ovarian transcriptomic study clarified that lncRNAs were involved in sheep fecundity [22]. We also have screened out some differentially expressed lncRNA in pubertal goat hypothalamus [23]. Therefore, we inferred that lncRNAs played prominent roles in the onset of puberty. In the present study, we carried out simultaneous RNA-seq analysis of goats and rats to explore the lncRNAs participating in the onset of puberty. The findings of this study may contribute to further research on puberty.

## Methods

### Preparation of samples

Adult Sprague Dawley rats were purchased from the Experimental Animal Center of Anhui Medical University and allocated into breeding pairs. Sprague Dawley rats were housed under standard conditions (12:12 h light-dark cycle with lights on between 06:00 and 18:00 h; temperature, 22 ± 1 °C; rat food and water provided ad libitum). The onset of vaginal opening in rats was considered the mark of puberty [24]. The pubertal rats (*n* = 3) on 35 d postnatal [25] and prepubertal rats (*n* = 3) on 25 d postnatal were decapitated in the healthy physiological stage after deep anesthesia with pentobarbital sodium. Hypothalamic tissues of rats were surgically removed in the same estrus cycle stage (Additional file 1), and frozen in liquid nitrogen immediately. The samples were kept at − 80 °C until the RNA extraction [26]. The goat data were taken from our previous study [23].

### RNA-seq and quality control

Total RNA was obtained from hypothalamus tissue using TRIzol Reagent (Invitrogen, Carlsbad, CA, USA) following a standard extraction protocol. We monitored the contamination and degradation of RNA using 1% agarose gels. RNA was quantified using a Qubit® RNA Assay Kit in a Qubit® 2.0 Flurometer (Life Technologies, Carlsbad, CA, USA). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). For the RNA-seq analysis, 3 μg RNA was used per sample. Firstly, ribosomal RNA was removed from total RNA, and then we cleaned up the residue using ethanol precipitation. Then sequencing libraries were generated by the rRNA-depleted RNA using NEBNext® Ultra™ Directional RNA Library Prep Kit for Illumina® (NEB, USA) according to manufacturer’s recommendations. Briefly, fragmentation was carried out by using divalent cations with elevated temperature in NEB Next First Strand Synthesis Reaction Buffer (5X). Subsequently, first strand of cDNA was generated under M-MuLV Reverse Transcriptase (RNaseH-) and random hexamer primer. Second strand of cDNA was synthesised using DNA Polymerase I and RNase H. In the reaction buffer system, dUTP will replace dNTPs with dTTP. After exonuclease/polymerase treatment, remaining overhangs were changed into blunt ends. In order to prepare for hybridization, NEBNext Adaptor with hairpin loop structure were ligated under adenylation of 3′ ends of DNA fragments. The library fragments were performed with AMPure XP system (Beckman Coulter, Beverly, USA) to select cDNA fragments with 150~ 200 bp in length before PCR. Then Index (X) Primer, Universal PCR primers and Phusion High-Fidelity DNA polymerase were used for PCR. The libraries with high strand-specificity for sequencing were generated following manufacturer’s recommendations [27]. Illumina Hiseq 4000 platform was used for sequencing, as it can generate 150 bp paired-end reads. The original reads were dealt with in-house perl scripts. Low-quality reads (whose Phred scores were < 5%) were removed, yielding only clean reads. Meanwhile, we detected the quality of clean reads (Q20, Q30, and GC content) [28]. All the subsequent analyses were based on the obtained high-quality reads.

### Transcriptome assembly

We used GTF file (ftp://ftp.ncbi.nlm.nih.gov/genomes/Capra_hircus/GFF/ and ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCF/000/001/895/GCF_000001895.5_Rnor_6.0/GCF_000001895.5_Rnor_6.0_genomic.gff.gz) with annotation of the goat and rat genomes respectively. Index of the reference genome was created by Bowtie v2.0.6 [29, 30] and then we aligned paired-end clean reads to the reference genome using TopHat v2.0.9 [31]. Scripture (beta2) [32] and Cufflinks (v2.1.1) [33, 34] were adopted to assemble the reads of each sample in a reference-based approach. Both methods determined exons connectivity by spliced reads. Scripture ran using default parameters, while Cufflinks ran with min-frags-per-transfrag = 0′ and–library-type fr-firststrand’. The rest of the reference-based method concerning the reads’ assembly by default remained unchanged.

### Expression and coding potential analysis of transcripts

The FPKMs of transcripts were used to analyze the gene expression level in each sample [35]. Cuffdiff, which provides statistical routines base on the negative binomial distribution, was adopted to analyze the gene expression data [33]. Transcripts with a *P*-adjust < 0.05 were considered to have significant differential expression between two groups. Candidate lncRNAs were screened using three analytic tools, namely, CNCI (v2) [36], CPC (0.9-r2) [37], and Pfam-scan (v1.3) [38]. CNCI (v2) profiles distinguished non-coding and protein-coding sequences effectively by adjoining nucleotide triplets, the process was independent of known annotations. CPC (0.9-r2) was mainly used to detect the extent and quality of the Open Reading Frames (ORF) in a transcript, clarifying the coding and non-coding transcripts by known protein database. Each transcript was translated in all three possible frames, then any of the known protein family was identified by Pfam Scan (v1.3) in the Pfam database (release 27; adopted both Pfam A and Pfam B). The coding potential of transcripts predicted by any of the three tools above was filtered out, and those transcripts without coding potential were considered as lncRNAs for further analysis.

### Prediction of target genes and enrichment analysis

To predict the target genes of lncRNAs, protein-coding genes that were 10 K/100 K upstream and downstream of the lncRNAs were screened as potential targets [39, 40]. Pearson’s correlation coefficients with custom scripts (*r* > 0.95 or *r* < − 0.95) were used to calculate the expression levels of lncRNAs and mRNAs. Functional enrichment analysis of the lncRNA target genes from samples was performed using the DAVID platform [41]. Significance was detected by a *P*-value, calculated by the EASE score (*P* < 0.05 was considered statistically significant).

### KEGG and GO pathway analysis

Statistical enrichment was evaluated using KEGG and Gene Ontology (GO) pathway analysis. Pathway analysis of target is a functional analysis of pathways in the KEGG database (http://www.genome.jp/kegg) carried out using KOBAS software. GO enrichment of the target genes was performed by the GOseq R package and corrected by *P*-value (*P* < 0.05 were considered significantly enriched).

### Cell culture and transfection

Primary cultured hypothalamic cells were obtained from female Sprague Dawley rat (1 d). Briefly, the brains were removed and then hypothalami were dissected out from the brains. The methods of hypothalamic cell culture followed the previous research [42]. 

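The siRNA sense strand corresponds to the 19 nt sequence GCAGGGACAGTCTCTGAAA. Among the deposited sequences of the 4052 rat lncRNAs, this sequence was found in 1 transcript, TCONS_00503192, the single transcript listed for XLOC_446331. This transcript is 1720 nt long and the site covers bases 514 to 532, counted from 1 at the 5′ end of the deposited sequence. With 20 nt on each side where the transcript continues, the site reads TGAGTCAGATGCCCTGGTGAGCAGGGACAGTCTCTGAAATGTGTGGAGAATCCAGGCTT. The reverse complement of the target was found in 0 lncRNAs. The 19 nt target of the negative control siRNA, TTCTCCGAACGTGTCACGT, was found in 0 lncRNAs. Genome coordinates of the locus and off-target sites among mRNAs were not analysed here.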

The siRNAs were designed and synthesized by GenePharma (Shanghai, China). siRNA were synthesized: sense 5’-GCAGGGACAGUCUCUGAAATT-3′, antisense 5’-UUUCAGAGACUGUCCCUGCTT-3′; negative control siRNA were synthesized: sense 5’-UUCUCCGAACGUGUCACGUTT-3′, antisense 5′- ACGUGACACGUUCGGAGAATT-3′. Lipofectamine 2000 (Invitrogen) was used in siRNAs transfection. In brief, cells were plated in 6-well plate to 50% confluence. Then 12 μl siRNA was added into 240 μl Opti-MEM medium, 6 μl of Lipofectamine 2000 into 240 μl Opti-MEM medium, and then mixed siRNA with Lipofectamine 2000. The mixture was added to each well. Cells were harvested 24 h after transfection and RNA levels detected by qRT-PCR.

### Quantitative real-time PCR

RNA-seq data was validated using qRT-PCR. We repeated qRT-PCR experiments for three times per sample from the same hypothalamic tissues. Primers were designed online using Primer 5 software and evaluated by BLAST at NCBI (Table 1). qRT-PCR was performed using SYBR green (Vazyme, China). 

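The primer pairs of the rat lncRNAs were located in the deposited lncRNA sequences. The XLOC_446331 pair bounds bases 175 to 374 of TCONS_00503192, a product of 200 nt. The XLOC_414038 pair bounds 140 nt in each of the transcripts of that locus, bases 1634 to 1773 of TCONS_00465243 and bases 1411 to 1550 of TCONS_00465242, so the pair does not separate them. The XLOC_181783 pair bounds 104 nt, bases 99 to 202 of the 234 nt transcript TCONS_00206738. For XLOC_113511, both primers were found in TCONS_00129939, where they bound 184 nt from base 84 to base 267. In TCONS_00136999, the other transcript of XLOC_113511, the reverse primer alone was found.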

Cycle threshold (Ct) values were used to quantify the expression levels of genes as 2^–ΔΔCT^. Expression levels were normalized to *β-actin* levels.

**Table 1:** Real-time PCR primers and sizes of the amplification products of the target and housekeeping genes

Gene	Forward primer, 5′-3′	Reverse primer, 5′-3′	Product size, (bp)
*XLOC_1041225*	GAGATGATAGCGAGATAAGAGG	GTTAGGTGACATAGTGGTTCC	113
*XLOC_1840596*	GCCTACCTAAGATTGAAGCAGTC	CAGTGAGGGAGCGAGAACC	122
*XLOC_2050950*	GCCAGCAAGAGGAAGAAGAG	CACAGAGCAGAGTTCACAGG	105
*XLOC_777127*	TGATTGTGGACCTCTAAGC	TGCGGACTCATTCTTCTG	147
*XLOC_446331*	CTCTGTTGTCTGGTCCTTC	TGCCATTGATGTCCTTACG	200
*XLOC_414038*	GGACTGACTGGCTTCTGAG	TGGCTGTGCTGGATTGAC	140
*XLOC_181783*	TGCTGATTCTCCCTGTGGTTTATG	GCTTCCCTGGTTGTGCTTGG	104
*XLOC_113511*	CTTTCTCCTCCCGCTCTG	TCTGATCTCGCTGTCTTCG	132
*Igfbp5* (goat)	CCCAACTGTGACCGCAAAG	TCCACGCACCAGCAGATG	86
*Igfbp6* (goat)	TACAAGACACTGAGATGG	CTATGGTCACAATTAGGC	115
*Tgfbi* (goat)	GTGCCCGCCTGCTGAAAG	TGCTGGATGTTGTTGGTGACG	94
*Kiss-1* (goat)	GCCGCTGTTGTTCTGTTGAC	CTGGGGTTCTGCCATTTGA	117
*Igfbp5* (rat)	CAGTCGTGTGGCGTCTAC	AGCGGCTTCTCCTCATCC	77
*Igfbp6* (rat)	CCGCAGACACTTGGATTCAG	TCACAGTTTGGCACATAGAGC	87
*Tgfbi* (rat)	CAGTCGTGTGGCGTCTAC	AGCGGCTTCTCCTCATCC	163
*Kiss-1* (rat)	TGCTGCTTCTCCTCTGTG	CCAGGCATTAACGAGTTCC	116
*Actb* (goat)	CGTGACATCAAGGAGAAG	GAAGGAAGGCTGGAAGAG	171
*β-actin* (rat)	CCCATCTATGAGGGTTACGC	TTTAATTGTCACGCACGATTTC	150

### Statistical analysis

Further analysis of RNA-seq data was performed using the statistical R package (ggplot2, DESeq, edgeR, and DEGSeq; R, Auckland, NZL), as well graphical representations, adopting multiple testing. SPSS 17.0 software package (SPSS, Chicago, IL, USA) was applied to analyze the qRT-PCR data. Significance of data was defined at *P* < 0.05.

## Results

### Comparison of the features of goat and rat lncRNAs

RNA-seq was performed to investigate the expression of lncRNAs in puberty. 

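For rat, hypothalamic RNA was taken at 2 stages, before puberty (postnatal day 25) and at the first estrus (postnatal day 35), from 3 rats per stage according to the methods. The deposited tables hold 1 column per stage, so each stage was treated as 1 library, and no difference between the stages has a replicate check. The libraries were depleted of ribosomal RNA and strand-specific. The authors aligned the reads with TopHat, assembled transcripts with Scripture and Cufflinks, and estimated the expression of each transcript with Cuffdiff as FPKM, the mapped fragments per kilobase of transcript, scaled to the total of mapped fragments of the library. The tables list 26324 mRNA transcripts of 22777 genes and 4052 lncRNA transcripts of 3543 loci. The FPKM of the mRNAs summed to 772759 in the prepubertal library and 805045 in the pubertal library, and that of the lncRNAs to 25210 and 14102. FPKM does not carry the number of fragments, so the depth was derived from transcripts that are listed at 0 in the other library, for which the p-value of the authors' deposited table follows from the number of fragments. The median estimate was 17400000 fragments in the prepubertal library (370 transcripts) and 13700000 in the pubertal library (281 transcripts). Differences between the stages are given as log2 of (FPKM + 1) in the pubertal library over (FPKM + 1) in the prepubertal library, so that a positive value stands for a higher value at puberty and low values are drawn towards 0. The authors' own ratios have the prepubertal library in the numerator. No scaling was added to the FPKM. Over transcripts with FPKM above 0 in both libraries, equal medians would need a factor of 1.04 on the pubertal library.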

By analysis between rats and the previous goats RNA-seq data, the lncRNAs expression was lower (*P* < 0.05) than mRNAs expression in both goat and rat hypothalamus (Fig. 1). 

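In the prepubertal library, the median of log10(FPKM + 1) was 0.420 for the 4052 lncRNAs (quartiles 0.277 and 0.702) and 0.544 for the 26324 mRNAs (quartiles 0 and 1.23). In the pubertal library, the median was 0 for lncRNAs (quartiles 0 and 0.303) and 0.528 for mRNAs (quartiles 0 and 1.22). A lncRNA drawn at random lay below a mRNA drawn at random in 50.1% of pairs in the prepubertal library, ties counted equally to both sides, and in 71.9% of pairs in the pubertal library. Transcripts listed at 0 weigh on both classes, as 6622 mRNAs and 33 lncRNAs were listed at 0 in the prepubertal library and 6767 mRNAs and 2214 lncRNAs in the pubertal library. The lncRNAs were assembled from these reads, and 1 was at 0 in both libraries, against 5724 mRNAs. By their p-values in the authors' deposited table, 1736 lncRNAs above 0 before puberty alone rest on up to 2 fragments. At 200 to under 230 nt, 1 such fragment is worth a median of 9.77 FPKM, which can raise short lncRNAs above mRNAs. Among transcripts with FPKM of at least 0.1, the setting that moved the prepubertal share most, lncRNAs lay below mRNAs in 70.8% of pairs before puberty and 76.4% at puberty. Transcripts of one library are not replicates, so no p-value is given. From the FPKM distributions of Fig. 1, the paper states that lncRNAs were expressed below mRNAs in the hypothalamus of both species.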

The lncRNAs length in the hypothalamus of goats was approximately 200–400 nt, and accounted for 31.6% of the total lncRNAs; In rat, the length of lncRNAs in ranged from 200 to 400 nt, and accounted for 56.9% of lncRNAs, it was greater (*P* < 0.05) than those in goat (Fig. 2a). 

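The deposited sequences of the 4052 rat lncRNAs were between 200 and 23179 nt long, with a median of 345 nt. Of these, 2304 were 200 to 400 nt long, 56.9% of the total (Wilson 95% confidence interval 55.3% to 58.4%, which covers counting error only). When the longest transcript of each of the 3543 loci was taken, the share was 59.4%. The FPKM values showed in which library these lncRNAs were measured. FPKM was above 0 in both libraries for 1806 lncRNAs, in the prepubertal library alone for 2213, in the pubertal library alone for 32 and in neither for 1. Of the 1806 lncRNAs measured in both libraries, 379 were 200 to 400 nt long (21.0%, 95% confidence interval 19.2% to 22.9%) and the median length was 745 nt. Of the 2213 measured in the prepubertal library alone, 1922 were in this range (86.9%, 85.4% to 88.2%) and the median length was 273 nt.

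**Figure D1:**
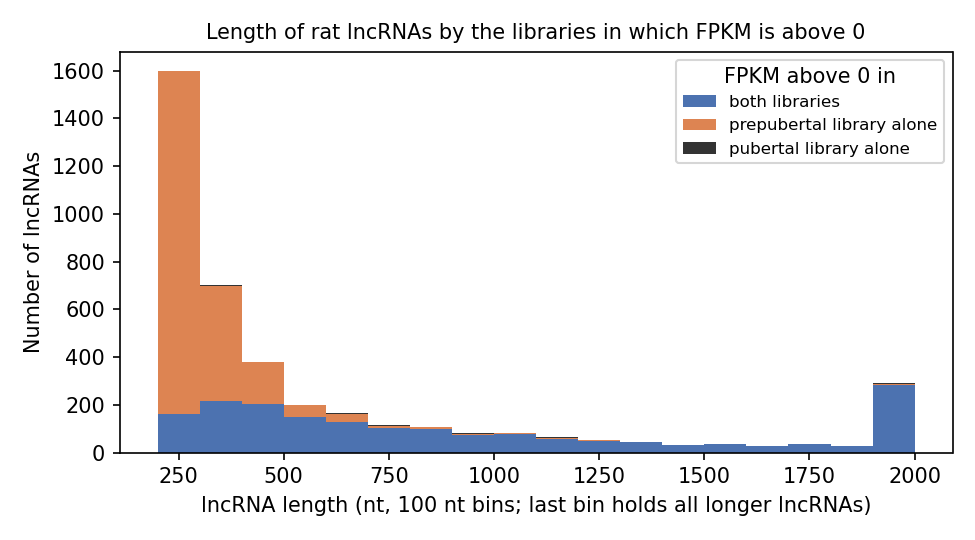
Number of rat lncRNAs by length in nt (bars, with the longest lncRNAs in the last bin), coloured by the libraries in which FPKM is above 0, without the 1 lncRNA listed at 0 in both. The shortest bins hold mostly lncRNAs measured in the prepubertal library alone (1922 of those of 200 to 400 nt).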

The lncRNAs whose ORF length ranged from 61 to 90 nt accounted for 33.4% of the total lncRNAs in goat; In rat, lncRNAs whose ORF length ranged from 61 to 90 nt accounted for 46.7% of the total lncRNAs, it was higher (*P* < 0.05) than those in goat (Fig. 2b). Moreover, most lncRNAs contained two exons in pubertal goat and rat, and accounted for 84% and 71.2% in both animals, respectively. 

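The longest open reading frame was taken from each of the 4052 lncRNA sequences, from ATG to a stop codon in the 3 frames of the given strand. Its median length was 114 nt (quartiles 66 and 177 nt). It measured 61 to 90 nt, stop codon included, in 662 lncRNAs, 16.3% of the total (Wilson 95% confidence interval 15.2% to 17.5%). The share depended on the rule for an open reading frame. A frame from stop to stop was taken as the longest run of codons without a stop. The ends of the transcript could also close it, so the length of a short transcript limits it. In 6 frames and in codons, its median was 79 codons. Between 61 and 90 codons lay 1893 lncRNAs, 46.7% (45.2% to 48.3%). By the same rule in nt, 1 lncRNA fell in the range, 0.0247%.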

The proportion of lncRNAs contained two exons was greater (*P* < 0.05) in goat than those in rat (Fig. 2c).

**Fig. 1:**
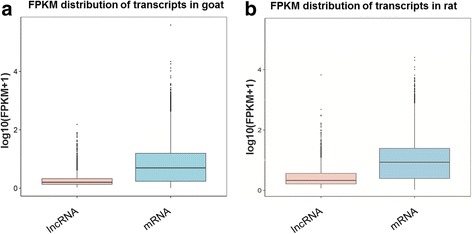
Comparison of transcript expression levels between goats and rats. Expression level of mRNAs and lncRNAs were indicated by log_10_(FPKM + 1). **a**. FPKM distribution of transcripts in goat, **b**. FPKM distribution of transcripts in rat

**Fig. 2:**
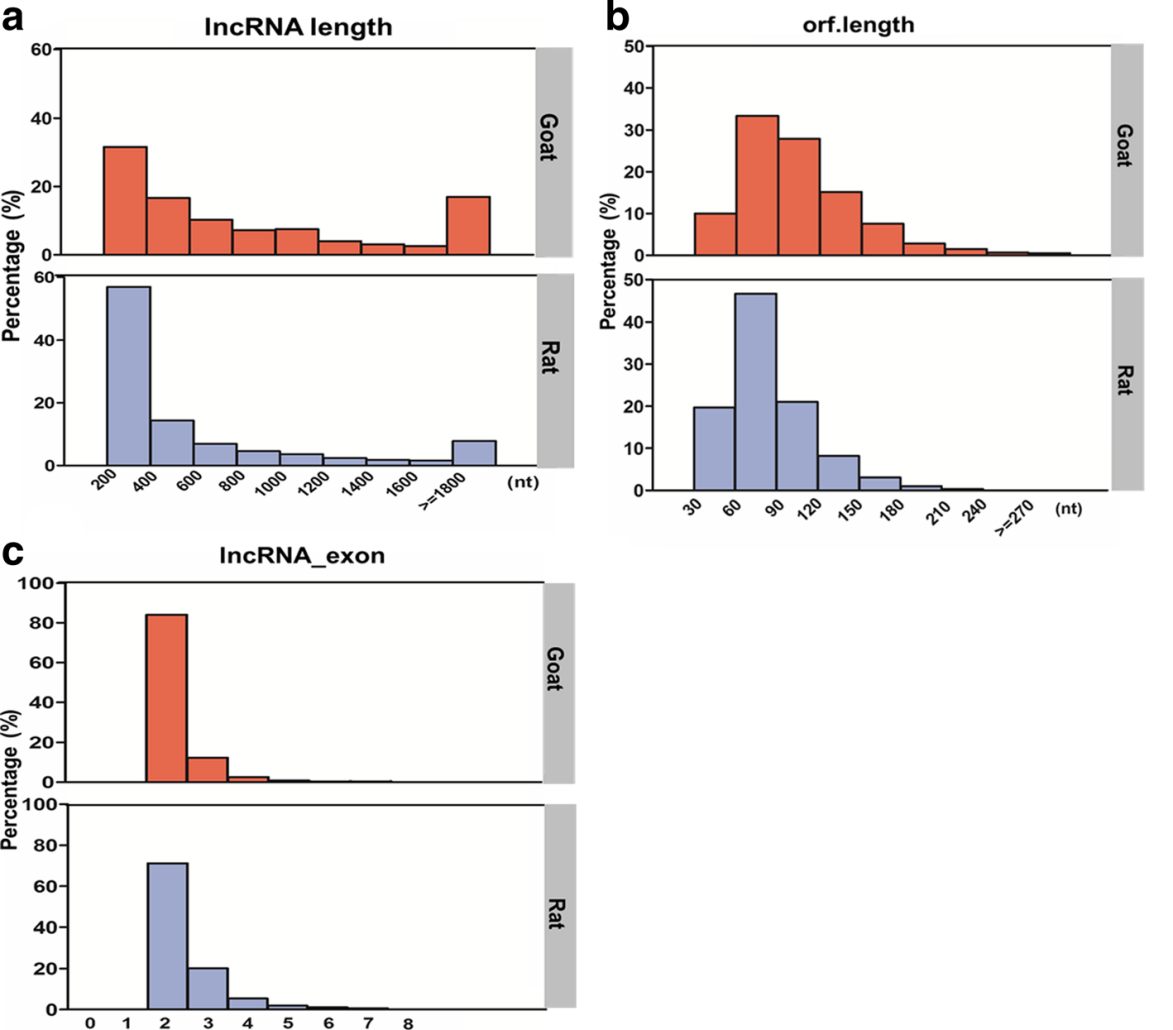
Comparison of features of lncRNAs in goats and rats. **a** Length distribution of lncRNAs between the two species. **b** Distribution of open reading frame length between the two species. **c** Distribution of exon number of lncRNAs between the two species

### Analysis of target genes between goats and rats

We used the cis model to screen protein-coding genes that were 10 K/100 K upstream and downstream of the lncRNAs as potential lncRNA targets.

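Cuffdiff's q-values in the authors' deposited table were below 0.05 for 146 lncRNA transcripts, 77 higher and 69 lower at puberty, and for 1080 mRNA transcripts, 389 higher and 691 lower. The tables hold 1 column per stage, so the spread between rats cannot be set beside these calls. In the authors' deposited table, 70 of the 146 lncRNA calls and 88 of the 1080 mRNA calls were listed at 0 in one library. Of these 70 lncRNA calls in the authors' deposited table, 44 were at 0 at puberty and 26 before puberty. The lncRNA calls of the authors' deposited table above 0 in both libraries were 51 higher and 25 lower at puberty. A change of at least 2-fold in FPKM + 1 was found for 1939 lncRNAs, 92 higher and 1847 lower, and for 330 mRNAs, 155 higher and 175 lower. Among lncRNAs with FPKM above 0 in both libraries, the setting that moved this count most, it was 151, with 70 higher and 81 lower. Of the lncRNAs past the authors' threshold with FPKM of at least 1 in 1 library, the largest rise was that of TCONS_00058324, a 213 nt transcript, from 45.6 to 908 FPKM. Next came TCONS_00305315 and TCONS_00118775, listed at 0 before puberty and at 5.06 and 2.97 FPKM at puberty. At 200 to under 230 nt, 1 fragment before puberty is worth a median of 9.77 FPKM. The 45.6 FPKM of TCONS_00058324 therefore stands for few fragments. The largest falls were those of TCONS_00038573, TCONS_00234567 and TCONS_00296651, from 7.53, 4.22 and 3.98 FPKM to 0. TCONS_00305315 and TCONS_00296651 are transcripts of one locus, XLOC_263044, whose summed FPKM went from 3.98 to 5.06. Among mRNAs, the largest fall was that of AABR06034539.1, a 192 nt transcript listed at 376 FPKM and then at 0. By its p-value in the authors' deposited table it rests on 10 fragments, so its high FPKM comes with its short length. The next falls were those of AABR06024097.1 from 74.96 to 1.31 FPKM and Rps10l1 from 9.32 to 0.209 FPKM. The largest rises were those of ENSRNOT00000030613 and of the Slc4a10 transcript ENSRNOT00000064344, from 0 to 4.85 and 3.78 FPKM, and of Ifit1 from 0.808 to 7.14 FPKM. The rat sheet of Additional file 2 lists 241 neighbouring genes of 99 of the 146 lncRNA transcripts. Of the 241 genes, 11 had a transcript past the authors' threshold, and 102 were higher and 117 lower at puberty. In 178 pairs of a lncRNA transcript and a gene with FPKM that could be compared, 87 changed in the same direction (48.9%, Wilson 95% confidence interval 41.6% to 56.2%). The median log2 ratio of the 241 genes was 0.00. Over the 219 of them above 0 in at least 1 library it was -0.021. This lay at percentile 21.6 of 10000 random lists matched on mean expression.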

Among the differentially expressed target genes (Additional file 2), four were common to both pubertal goat and rat. These genes were the potential targets of *XLOC_1041225*, *XLOC_1840596*, *XLOC_2050950*, and *XLOC_777127* in goat and *XLOC_446331*, *XLOC_414038*, *XLOC_181783*, and *XLOC_113511* in rat. 

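XLOC_446331, paired with Igfbp5, has 1 transcript in the files, TCONS_00503192. Its FPKM was 0.526 in the prepubertal and 0.798 in the pubertal library, a log2 ratio of 0.24, with q = 0.464 in the authors' deposited table. Igfbp5 (ENSRNOG00000017206) went from 27.2 to 23.4 FPKM, a log2 ratio of -0.21 (q = 0.362 in the authors' deposited table), which became 0.18 when the libraries were scaled to equal Actb, the gene to which the paper's quantitative PCR was normalized and which fell by 0.40 on the log2 scale. XLOC_414038, paired with Igfbp6, went from 3.58 to 3.83 FPKM when its transcripts were summed, a log2 ratio of 0.07. Its transcripts moved apart, as TCONS_00465243 rose from 2.39 to 3.83 FPKM and TCONS_00465242 went from 1.20 FPKM to 0. For the latter, q was 7.4e-06 in the authors' deposited table, against 0.0741 for the former. Igfbp6 (ENSRNOG00000010977) went from 6.65 to 5.61 FPKM, a log2 ratio of -0.21 (q = 0.618 in the authors' deposited table), or 0.14 with Actb made equal. XLOC_181783, paired with Tgfbi, is a single 234 nt transcript listed at 4.67 FPKM before puberty and at 0 at puberty. By its p-value in the authors' deposited table (q = 0.382) it rests on 1 fragment. Tgfbi (ENSRNOG00000012216) rose from 6.68 to 9.29 FPKM, a log2 ratio of 0.42 (q = 0.0861 in the authors' deposited table). XLOC_113511, paired with Kiss1, went from 30.4 to 29.3 FPKM, a log2 ratio of -0.05. It became 0.10 when its transcript with the highest FPKM, TCONS_00136999, was taken alone, 0.00 after scaling the libraries to equal medians and 0.34 with Actb made equal. TCONS_00129939, the transcript that holds both primers of Table 1, went from 12.7 to 10.3 FPKM, a log2 ratio of -0.29, or 0.09 with Actb made equal. Kiss1 (ENSRNOG00000047481) rose from 1.46 to 3.78 FPKM over 3 transcripts, a log2 ratio of 0.96. The lowest q of these 3 transcripts in the authors' deposited table was 0.0861. The number of fragments behind these FPKM is not given, except where a transcript is listed at 0 in one library. The paper reasons that a lncRNA can act on protein-coding genes near it, and takes these 4 genes, shared by both species, as potential targets.

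**Figure D2:**
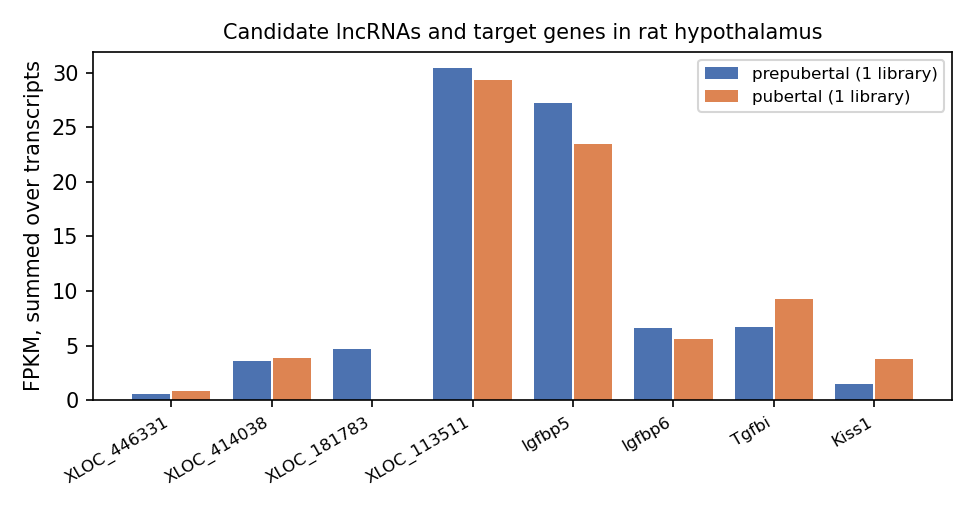
FPKM summed over the transcripts of each candidate lncRNA locus and target gene (bars) in the prepubertal and the pubertal library, 1 library each and so without error bars. Tgfbi and Kiss1 were higher in the pubertal library, Igfbp5 and Igfbp6 lower (higher once the libraries are scaled to equal Actb), and XLOC_181783 was listed at 0 there.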

Gene expression levels were detected by quantitative PCR (Fig. 3). The results revealed that the expression levels of *XLOC_1041225* and its target gene *Igfbp5* in goat and *XLOC_446331* and its target gene *Igfbp5* in rat significantly increased in puberty (*P* < 0.05). We hypothesized that *Igfbp5* may be a key regulator in female puberty. Moreover, *XLOC_777127* and its target *Kiss-1* in goat, and *XLOC_113511* and its targets *Kiss-1* in rat also showed significant differential expression. However, the *lncRNA* and *Kiss-1* expression profile significantly differed between the two species (*P* < 0.05). Among the remaining genes screened in this study, there were no similarities in expression profiles between goat and rat as the results of quantitative PCR showed.

**Fig. 3:**
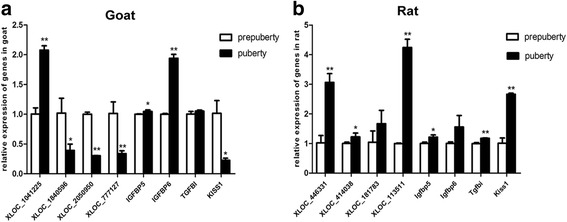
Results of qRT-PCR of the candidate genes involved in puberty. The lncRNAs and target genes were examined using quantitative qRT-PCR. Data are expressed as the means ± SD (*n* = 3). *P < 0.05, **P < 0.01. **a**. Goat, **b**. Rat

### KEGG and GO analysis of predicted target genes

KEGG pathway analysis of lncRNA targets revealed that a total of 90 and 152 terms were enriched in goat and rat, respectively. Moreover, of these, 66 terms were enriched in both species (Additional file 3). 

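The rat sheet of Additional file 3 lists the 66 terms shared by the species. It places 1 neighbouring gene of the lncRNAs in the AMPK signaling pathway, Prkag2, 2 in the oxytocin signaling pathway, Prkag2 and Prkaca, and 2 in insulin secretion, Prkaca and Vamp2. Prkag2 (ENSRNOG00000009085) had 20.7 FPKM in the prepubertal and 18.3 FPKM in the pubertal library, a log2 ratio of -0.16. Prkaca (ENSRNOG00000005257) went from 142 to 125 FPKM, a log2 ratio of -0.18, and Vamp2 (ENSRNOG00000006989) from 91.0 to 62.0 FPKM, a log2 ratio of -0.55. Prkaca and Vamp2 each had a transcript past the threshold in the authors' deposited table. The paper's P for rat in Additional file 3 is 0.767 for the AMPK signaling pathway (corrected P 0.876), 0.528 for the oxytocin signaling pathway (0.809) and 0.253 for insulin secretion (0.745).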

The common terms included the AMPK signaling pathway, oxytocin signaling pathway, and insulin secretion, which are related to puberty and reproduction. Some terms were specifically enriched in either species (*P* < 0.05). For instance, the glycosaminoglycan degradation signaling pathway was significantly enriched in pubertal goats alone and ribosome signaling pathway was significantly enriched in pubertal rats alone.

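For rat, Additional file 3 lists 9 genes near differentially expressed lncRNAs, at 8 lncRNA loci, under the term ribosome, with the paper's P of 0.000243 and corrected P of 0.0370. FPKM differed widely among these 9 genes. LOC100359593 went from 726 to 1083 FPKM, a log2 ratio of 0.58, and has a transcript past the threshold in the authors' deposited table. Rpl34 went from 739 to 808 FPKM and LOC100910109 from 2.99 to 4.77 FPKM, log2 ratios of 0.13 and 0.53. Of the others, 3 were listed at 0 in both libraries and 3 were listed at up to 0.464 FPKM before puberty and at 0 at puberty. Genes of ribosomal proteins have near-identical copies in the genome, so the fragments of these genes can have been split between copies, and their values are uncertain.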

GO analysis of the predicted target genes showed 73 terms and 528 terms that had been significantly enriched in goat and rat, respectively (*P* < 0.05). Three common enriched terms were discovered (Additional file 4), of which the enriched GO term pheromone receptor activity was involved with estrus of goat.

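For rat, Additional file 4 lists 7 genes under pheromone receptor activity, all of the vomeronasal receptor family Vom1r, with the paper's P of 3.4e-05 and corrected P of 0.257. They lie near 2 lncRNA loci. XLOC_006985, from 0.269 to 2.05 FPKM, brought in 3 of them, and XLOC_031215, from 1.20 to 3.59 FPKM, brought in 4. The highest FPKM of any of the 7 genes in either library was 0.650, that of Vom1r47 in the pubertal library. Vom1r44 was listed at 0.579 FPKM before puberty and at 0 at puberty, and is the 1 gene of the 7 past the threshold in the authors' deposited table. Vom1r51 was listed at 0 in both libraries. The receptors are members of one gene family, so fragments can have been split between them and their values are uncertain.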

### KEGG and GO analysis of mRNAs

In order to obtain further update of regulation of puberty, KEGG pathway analysis was also performed between protein-coding genes in goat and rat. We analyzed 12 common enriched terms (Fig. 4, Additional file 5). 

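The 18 genes that Additional file 5 lists for rat under ECM-receptor interaction, which holds receptors of the extracellular matrix and the matrix proteins they bind, were all lower in the pubertal library, with 0 higher. The median log2 ratio was -0.59, and -0.55 after scaling the libraries to equal medians. With a pseudocount of 0.1 in place of 1, the setting that moved it most, the median was -0.80. Col1a1 fell most, from 9.57 to 2.93 FPKM (log2 ratio -1.43), then Col6a1 from 8.19 to 3.66 FPKM (-0.98) and Col1a2 from 15.8 to 8.76 FPKM (-0.78). Among the others, Tnc went from 7.18 to 3.81 FPKM, Fn1 from 4.65 to 2.55 FPKM and Tnr from 26.3 to 17.7 FPKM. The smallest fall was that of Col11a1, from 5.37 to 4.96 FPKM (-0.10). All 18 genes have a transcript past the threshold in the authors' deposited table, since the term was drawn from such genes. The paper's P for the term is 0.000335, and its corrected P 0.0209. Of the 1000 genes with such a transcript, 357 were higher and 643 lower at puberty. The ECM genes had a median transcript length of 5777 nt, against 2436 nt for the 1000 genes, and longer mRNAs were lower at puberty in these libraries.

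**Figure D3:**
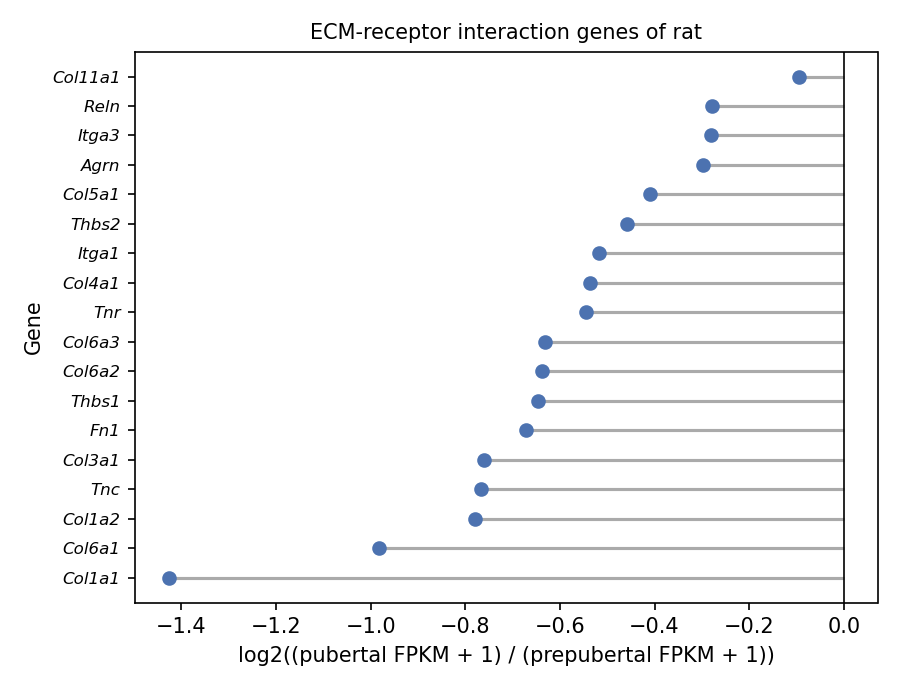
Log2 ratio of (FPKM + 1) at puberty over prepuberty for the 18 ECM-receptor interaction genes of rat (points), summed over the transcripts of each gene, 1 library per stage. Each point lies below 0, from -1.43 for Col1a1 to -0.10 for Col11a1.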

ECM-receptor interaction signaling pathway was significantly enriched (*P* < 0.05). Moreover, numerous signaling pathways related to puberty and reproduction were enriched, such as estrogen signaling pathway, GABAergic synapse, GnRH signaling pathway, insulin secretion, ovarian steroidogenesis, and so on (Fig. 4). 

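Additional file 5 lists for rat 13 genes under estrogen signaling, 11 under GABAergic synapse, 14 under GnRH signaling, 13 under insulin secretion and 4 under ovarian steroidogenesis, 33 different genes in all. Of the 33 genes, 27 were lower and 6 higher in the pubertal library, with a median log2 ratio of -0.39. By term, 10 of 13, 10 of 11, 14 of 14, 11 of 13 and 4 of 4 genes were lower. CAMK2A went from 59.6 to 24.8 FPKM, a log2 ratio of -1.23, and Ptk2b from 24.4 to 14.6 FPKM (-0.70). Hspa1a and Hspa1b, which were listed with the same values, rose from 1.78 to 5.72 FPKM (1.27), and as near-identical copies they can have shared fragments. Every gene of these terms had a transcript past the threshold in the authors' deposited table, by selection. The paper's P in Additional file 5 is 0.0145 for GnRH signaling, 0.0218 for insulin secretion, 0.0461 for estrogen signaling, 0.0993 for GABAergic synapse and 0.619 for ovarian steroidogenesis. The paper's corrected P for these terms, in the same order, is 0.248, 0.315, 0.463, 0.596 and 1. From these terms and earlier work on them, the paper proposes that these pathways take part in puberty and reproduction.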

Otherwise, the GO analysis results of the protein-coding genes in goat and rat show 11 common significantly (*P* < 0.05) enriched terms (Fig. 5, Additional file 6). These enriched signaling pathways may be involved in puberty and reproduction.

**Fig. 4:**
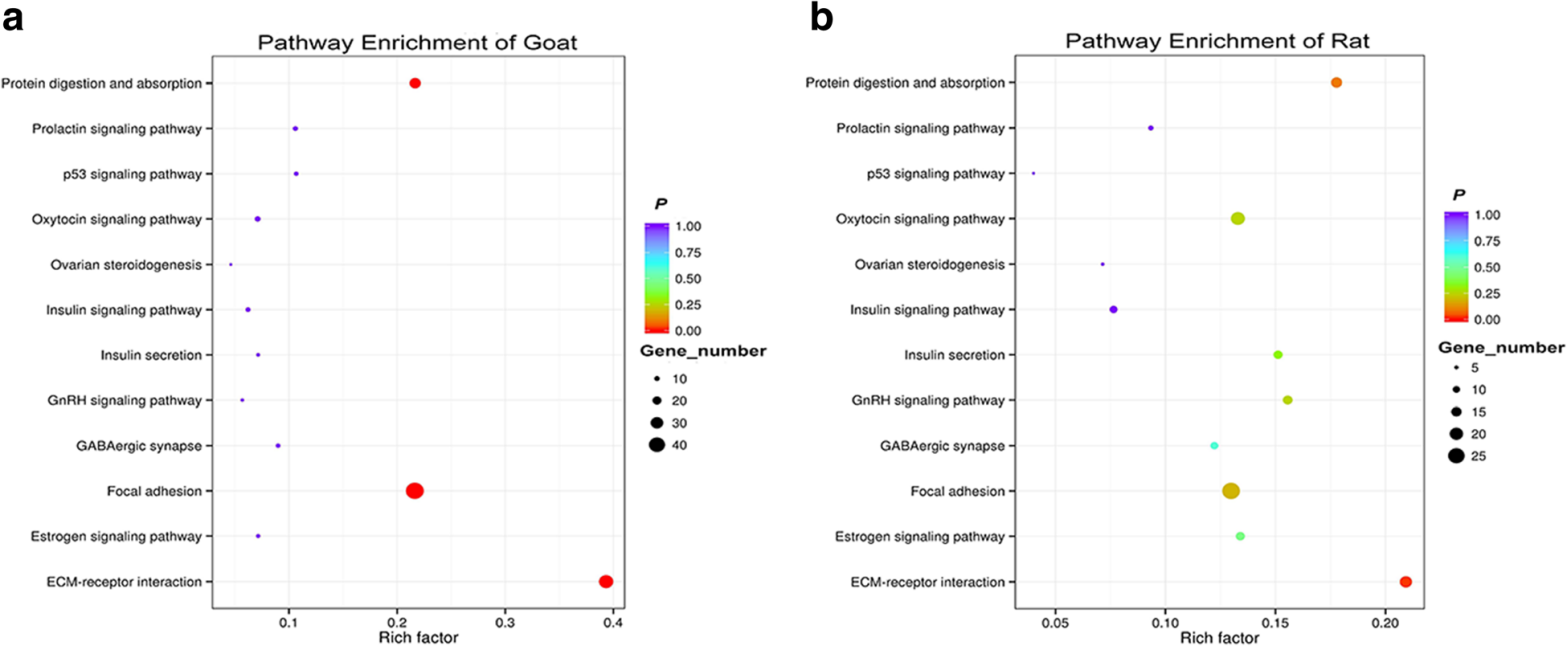
Analysis of KEGG pathways for mRNA between goats and rats. Y-axis, the terms of pathways; X-axis, rich factor; the size of point indicated the number of differential expressed genes. The colour of point indicated the range of *P*. **a** KEGG pathways between prepubertal and pubertal goats. **b** KEGG pathways between prepubertal and pubertal rats

**Fig. 5:**
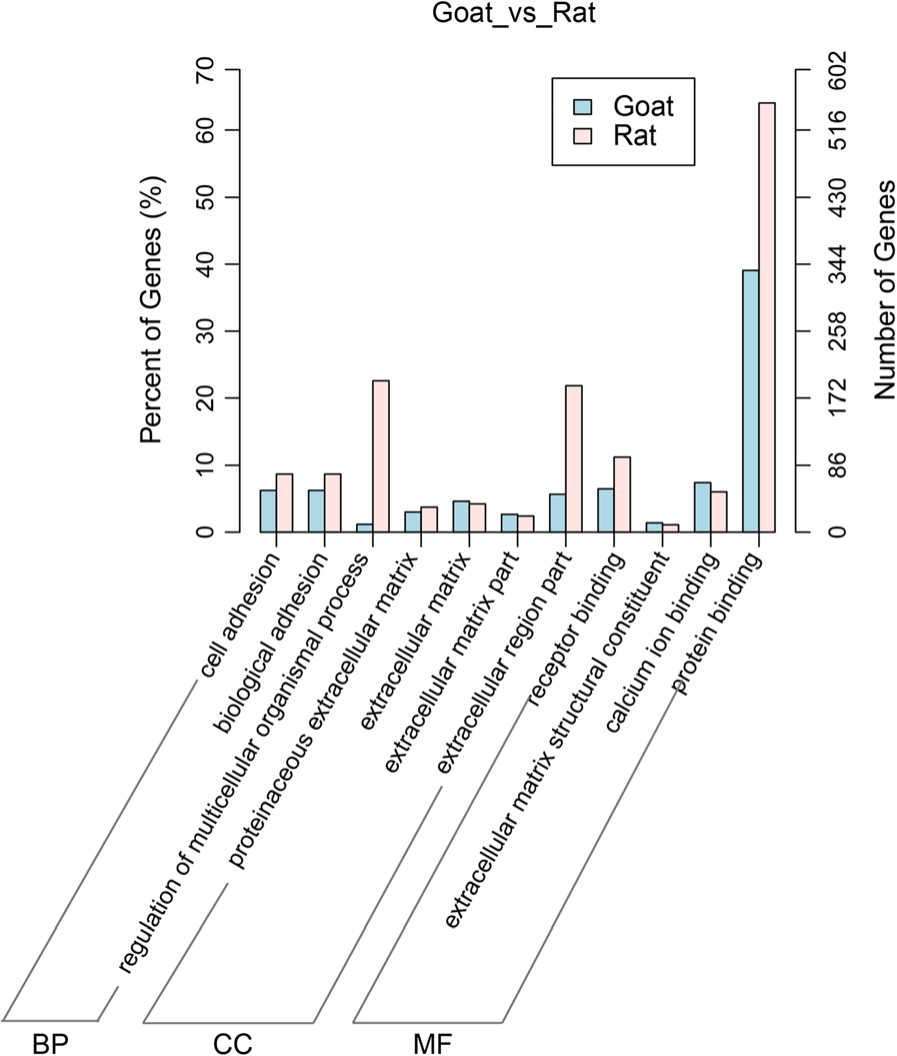
Analysis of GO pathways involved in puberty between goat and rat. BP, biological process; CC, cellular component; MF, molecular function. Left Y-axis, the ratio of single annotation in total annotation. Right Y-axis, The number of genes included in single annotation. X-axis, the terms of GO pathways

### The verification of candidate lncRNA-*XLOC_446331*

In order to investigate the roles of candidate lncRNA-*XLOC_446331*, siRNA transfection experiment was performed in hypothalamic cells. Results indicated that the expressions of lncRNA-*XLOC_446331* was remarkably inhibited (*P* < 0.01) by siRNA compared to the Negative Control (Fig. 6). The levels of *Igfbp5*, as the target gene of lncRNA-*XLOC_446331*, was also significantly decreased (*P* < 0.01). Furthermore, we measured the expression of downstream gene *Igf-1* which was involved in femal puberty. The expression of *Igf-1* was also significantly suppressed (*P* < 0.05) after silencing *XLOC_446331* by siRNA (Fig. 6).

**Fig. 6:**
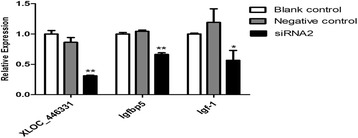
The expression of genes in hypothalamus cells after siRNA transfection. The expressions of genes were examined using quantitative qRT-PCR. Data are expressed as the means ± SD (*n* = 3). *P < 0.05, **P < 0.01

## Discussion

We performed the RNA-seq analysis between goat and rat to investigate the features of lncRNAs in puberty between these two species. In hypothalamus, overall expression levels of lncRNAs was lower than mRNA in both goats and rats, and the results were in accordance with previous research [43]. The length of the lncRNAs, the length of the ORF, and the exon count were also compared between the two species. Similar to previous lncRNA studies in chicken and pig [43, 44], our study revealed that most of the lncRNAs in rats were in the range of 200 ~ 400 nt but a lower percentage of lncRNAs in goats were in this size range (*P* < 0.05). Moreover, the length of ORF and exon count in lncRNAs from rat were both shorter and lower than the corresponding values in goat (*P* < 0.05). The results indicated that the features of lncRNAs in the hypothalamus of these two species in puberty differed slightly, and total distribution was consistent between the two species in features of lncRNAs. The latter may indicates that conserved functions of differentially expressed lncRNA between the rats and goats, exist.

Over the last few years, a number of studies have revealed that lncRNAs function on neighboring protein-coding genes. *GnRH-E1 RNA*, a novel lncRNA transcribed from *Gnrh1* enhancer, was found to play an important role in the maturation of GnRH neurons [45]. The *lncRNA Neat1*, which was highly expressed in luteal tissue, was essential for the establishment of pregnancy by regulating corpus luteum formation in mice [46, 47]. Therefore, roles of lncRNAs in mammals can be predicted by identifying the roles of neighboring protein-coding genes. In order to investigate the lncRNAs that were involved in puberty, four common lncRNAs target genes were discovered by simultaneous RNA-seq analysis of goat and rat hypothalamus. Among the common target genes *Igfbp5*, *Igfbp6*, *Tgfbi*, and *Kiss-1* were involved in mammalian reproduction and puberty.

As previously reported, many studies have revealed that insulin-like growth factors (IGFs) play important roles in reproduction and puberty. For example, as IGF-1 can affect hypothalamic GnRH release, the time of puberty can be significantly advanced by IGF-1 stimulation in female rats [48]. The IGF-1 pathway also regulated the age of puberty in Brahman cattle [49]. Moreover, IGFBP5 has been shown to play important roles in the development of the anterior pituitary gland in both male and female rats [50, 51]. In the present study, lncRNA *XLOC_1041225* (in goat), *XLOC_446331* (in rat) and their common target gene *Igfbp5* were significantly upregulated in puberty which indicated the network lncRNA-*IGFBP5* may be crucial regulator in onset of female puberty.

Several studies have confirmed the association of Kiss-1/GPR54, which stimulates GnRH secretion with puberty onset [25, 52, 53]. The results of the quantitative PCR showed an increase in the lncRNA *XLOC_113511* and its neighboring target gene *Kiss-1* in rat. However, the lncRNA *XLOC_777127* and its target *Kiss-1* were decreased in goat. We hypothesized that this difference in expression may be due to the different sampling times and species.

Among the 66 common terms, several KEGG pathways participated in the onset of puberty, including the AMPK signaling pathway, oxytocin signaling pathway, and insulin secretion. As showed previously, the AMPK signaling pathway was a novel regulator of GnRH release, which played an important role in regulating puberty and reproduction [54, 55]. Otherwise, GnRH release was accelerated by oxytocin acting on the prepubertal female hypothalamus, and the onset of female puberty was advanced [56]. Moreover, studies have reported that insulin plays a role in the control of the HPG [57]. Lack of insulin receptors in Kiss-1 neurons has been shown to delay puberty in female and male mice [8]. Thus, the lncRNAs which were screened in the present study may perform a crucial role in regulation of puberty via the above KEGG pathways. Moreover, the pheromone receptor activity signaling pathway, which relates to goat estrus [58], was significantly enriched in our GO analysis between goat and rat.

In order to obtain more information about regulation of puberty, KEGG and GO enrichment analysis was performed on differential expressed mRNAs in goat and rat. The results of KEGG analysis revealed several key signaling pathways, such as estrogen signaling pathway, GABAergic synapse, GnRH signaling pathway, insulin secretion, and ovarian steroidogenesis signaling pathway. These above KEGG pathways have been suggested to participate in the regulation of female puberty [59]. Otherwise, 11 common significantly enriched terms, as shown in the GO analysis of differential expressed mRNAs, may be indirectly involved in regulation of puberty.

As previous research, the regulator of IGF-1 play important roles in regulating puberty and nutritional control of reproduction [21, 60]. Furthermore, IGFBP5 was the binding protein of IGF-1, and which performed a crucial role in development of the anterior pituitary gland. Therefore, we performed siRNA transfection experiment to verify the roles of candidate lncRNA-*XLOC_446331* and *Igfbp5*. The expression of *Igfbp5* and the downstream genes *Igf-1* was significantly decreased by the interference of siRNA target to *XLOC_446331*. As previous research shown, the development of endometrium was controled by lncRNA-H19 via IGF signaling [61]. Therefore, we inferred the lncRNA *XLOC_446331* may participate in regulating female puberty by IGF-1 pathway. However, further research is needed in this regard.

## Conclusion

In conclusion, the present study analysed the role of lncRNAs from hypothalamus in regulation of female puberty. Using RNA-seq analysis, we discovered the similar genomic features and expression profile of lncRNAs in puberty between rat and goat. Furthermore, several biological processes associated with female puberty were annotated by KEGG and GO analysis of lncRNAs target genes and differentially expressed mRNA. Moreover, our results showed the candidate lncRNA *XLOC_446331* may play a crucial role in regulating female puberty. These results indicated that female reproduction and puberty were regulated by complex networks of lncRNAs and mRNAs, and our research provides a resource for lncRNA studies in puberty as well as the regulation in female estrus cycle.

## Additional files

Additional file 1: The identification of the first estrous cycle phase.

Additional file 2: Prediction of target genes of lncRNAs.

Additional file 3: KEGG terms of predicted target genes.

Additional file 4: GO terms of predicted target genes.

Additional file 5: KEGG terms of mRNAs.

Additional file 6: GO terms of mRNAs.

## Abbreviations

GnRH: gonadotropin-releasing hormone
GO: Gene Ontology
HPG: hypothalamic-pituitary-gonadal
Igf-1: insulin-like growth factor 1
Igfbp5: insulin-like growth factor binding protein 5
KEGG: Kyoto Encyclopedia of Genes and Genomes
LncRNA: long noncoding RNA

# Supplementary material for: RNA-seq analysis of lncRNA-controlled developmental gene expression during puberty in goat & rat
**Source:** BMC Genet. 2018 Apr 2;19:19. doi: 10.1186/s12863-018-0608-9
**Supplement:** Supplementary file 1 — The identification of the first estrous cycle phase.

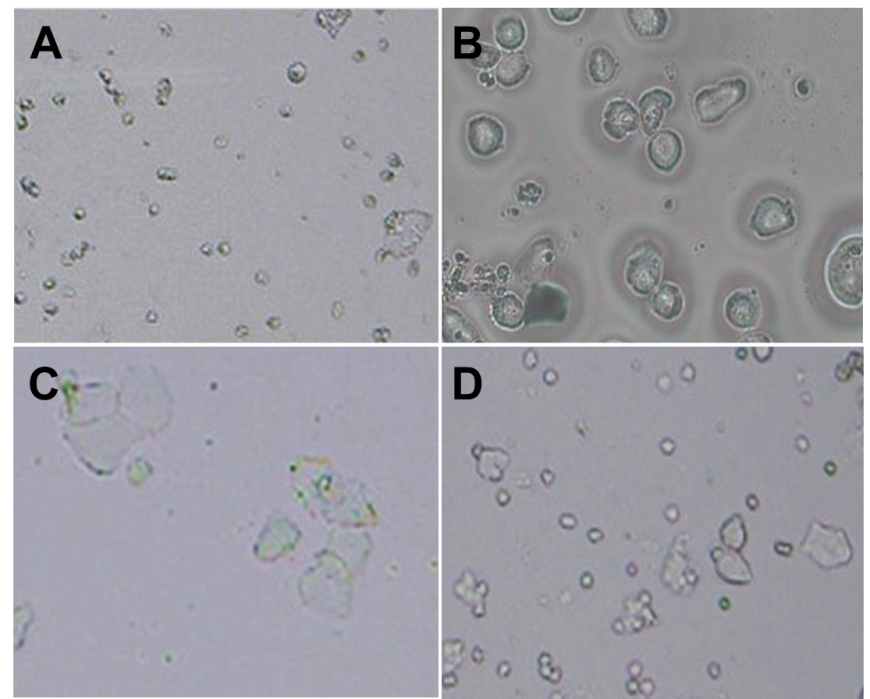

Fig. 1 The estrous cycle phase of female rats were determined by the cellular types from the vaginal smear. Photomicrographs of vaginal smears from female rats during the first estrous cycle. (A) diestrus phase (a predominance of leukocytes); (B) proestrus (a predominance of nucleated epithelial cells), (C) estrus (a predominance of cornified cells), and (D) metaestrus (the same proportion among leukocytes, cornified, and nucleated epithelial cells). The rats in first estrus was defined as pubertal material.

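Vaginal smears show the phase of the estrous cycle by the cell types that dominate, since the epithelium cornifies under estrogen. The first smear with a predominance of cornified cells marks the first estrus. The pubertal RNA library of rat comes from animals staged in this way, at postnatal day 35, and the prepubertal library from animals of postnatal day 25. Age and estrous phase therefore differ together between the libraries.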

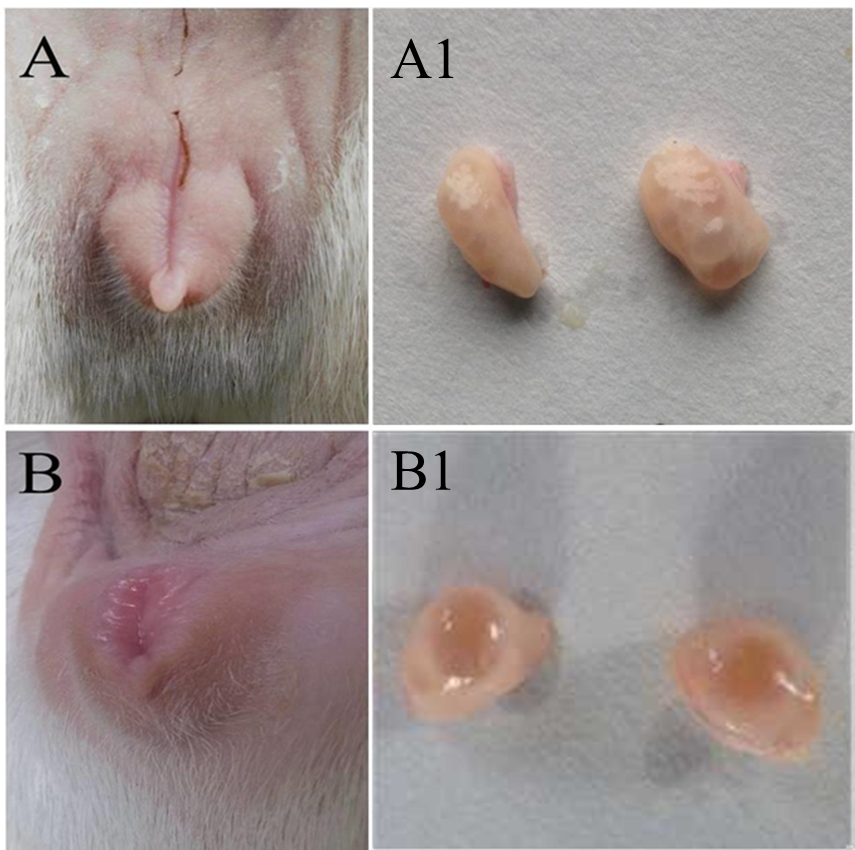

Fig. 2 The vulva of female goats appear swollen, red, and secreting mucus in the first estrus (B), compared with prepuberty (A). In addition, healthy dominant follicles were existed in the first estrus stages ovary (B1) , that were larger than those of follicles in prepuberty (A1).

How the deposited data were processed for this re-analysis (not part of the article)

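Hypothalamic RNA of female rats was measured by RNA-seq at 2 stages, prepubertal (postnatal day 25) and pubertal (first estrus, postnatal day 35). The methods give 3 rats per stage. The files hold 1 column per stage, and how the rats were combined is not stated in the paper's text, so each stage was treated as 1 library. The goat samples were not analysed here.

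The authors removed ribosomal RNA, made strand-specific libraries, sequenced paired ends, removed reads of low quality, and aligned the rest to the rat genome with TopHat. They assembled transcripts with Scripture and Cufflinks, the latter with no minimum number of fragments per transcript, and called those without coding potential by CNCI, CPC and Pfam-scan lncRNAs. The deposited values are FPKM, which the authors estimated with Cuffdiff and which are already scaled for library size and transcript length. The authors also deposited a table of their Cuffdiff comparison with p-values, q-values and log2 ratios (prepubertal over pubertal) for 32422 transcripts, of which 26324 are mRNAs, 4052 lncRNAs and 2046 other assembled transcripts. The lncRNA sequences were deposited as well. FPKM of 13 mRNA transcripts, up to 1.78, differed between the mRNA table and the comparison table, and the mRNA table was used.

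From the FPKM, log2((pubertal + 1) / (prepubertal + 1)) was computed per transcript, and per gene or locus after summing its transcripts. With 1 column per stage the files give no spread between animals, and no gene was tested for a difference between the stages. Gene lists were set beside random lists of genes, which carries no spread between animals. The authors' q below 0.05 was used as the authors' threshold, beside an own count of transcripts that changed at least 2-fold in FPKM + 1. The main settings were FPKM as deposited, a pseudocount of 1 and all listed transcripts. Lengths were taken from the sequences and matched the length column for each of the 4052 lncRNAs. Open reading frames were taken from ATG to stop in 3 frames. In the alternatives, stop to stop stands for the longest run of codons without a stop, which the ends of the transcript could also close. Shares have Wilson confidence intervals at 95%, which cover counting error only. The median of a gene list was placed among 10000 random lists of the same size matched on mean expression in 20 bins, as a description of these libraries. Genes at 0 in both libraries were left out of this placing.

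The number of fragments of a transcript listed at 0 in one library was derived from its p-value in the authors' deposited table, as the square of the one-sided normal deviate, and came out whole within 0.02 for 91.2% of the 2213 lncRNAs above 0 in the prepubertal library alone. The corresponding share was 34.4% for the 32 lncRNAs above 0 in the pubertal library alone. For mRNAs above 0 in the prepubertal or the pubertal library alone it was 71.3% and 69.6%, and for other assembled transcripts 75.9% and 14.3%. Numbers of fragments that did not come out whole are less certain. The depth derived from such transcripts was 17400000 and 13700000 fragments, 1.27 times as many before puberty. At this depth 1 fragment corresponds to a median of 9.77 FPKM for a transcript of 200 to under 230 nt and 0.0365 FPKM for one of 1000 to 3000 nt, so the precision of an FPKM depends on the length.

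Alternatives fixed before the data were examined were a pseudocount of 0.1, filters on FPKM (above 0, at least 0.1, at least 1), sums per gene, the transcript with the highest FPKM, scaling to equal medians, q below 0.01, the FPKM of the comparison table, other bounds and rules for lengths and open reading frames, and lncRNAs of at least 1000 nt. Added after the data were examined were log2 ratios centred within 10 classes of transcript length, the shares among lncRNAs with FPKM above 0 in both libraries, and candidate genes after scaling the libraries to equal Actb (a factor of 1.32 on the pubertal library). The genes named were chosen before the data were examined: those the paper names for rat, members of the terms it names and of the marker lists, and the 3 largest rises and falls among lncRNAs and among mRNAs past the authors' threshold with FPKM of at least 1 in 1 library. Marker lists for red blood cells, pituitary, choroid plexus, oligodendrocytes, fibroblasts and meninges, endothelium, immature neurons, immediate early genes, thalamus and hypothalamic peptides were written before the data were examined. Exon numbers and distances between lncRNAs and genes were not analysed here. The value of 1 gene of the named terms is not reported here.

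The list comparison was tested on simulated data with 4000 genes, where 20 of 20 changed lists were found. Of 200 lists drawn at random from all simulated genes, changed ones included, 9 lay outside the central 95%. A share of this size follows from the random draw, and lists of unchanged genes alone were not tested. The reading frames of 200 of 200 built sequences were recovered. The fragment numbers of 2947 of 2947 simulated transcripts were recovered too, but their p-values were made with the inverse of the same formula. That outcome was fixed in advance and cannot tell whether the authors' p-values carry the number of fragments. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.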

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

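No test was run on the pattern in this part. Besides mRNAs and lncRNAs, the authors' comparison table lists 2046 assembled transcripts that are in neither FPKM table and that the paper does not discuss. Of these, 1685 had FPKM above 0 in both libraries, a signal in data outside the paper's analysis. In the authors' deposited table, 218 of the 2046 transcripts were past the threshold, 110 higher and 108 lower at puberty. Their median length among those above 0 in both libraries was 1464 nt. The methods remove assembled transcripts with coding potential from the lncRNAs, and whether these are the transcripts so removed was not tested. A further 332 were above 0 in the prepubertal library alone and 28 in the pubertal library alone. Of the 332, 190 rest on up to 2 fragments by their p-values in the authors' deposited table (57.2%), so those carry little weight. With 1 library per stage, a difference in age or estrous phase stays open as an untested explanation of the calls. No outlier among samples was looked for, since each stage has 1 library.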

How the results depend on the processing

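No paired analysis was possible because each stage has 1 library, and no test between the stages was run. Leaving out each animal in turn was not run, since the files hold no column per animal. The exon share and its alternative were not run, since the files give no exon numbers.

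The share of pairs in which a lncRNA lay below a mRNA stayed above 50% in both libraries under each alternative. In the prepubertal library it went from 50.1% to 66.6% with transcripts above 0, 70.8% with FPKM of at least 0.1, 52.0% per gene and 56.0% for lncRNAs of at least 1000 nt. In the pubertal library the corresponding values were 71.9% (main value 71.9%), 76.4%, 74.0% and 55.6%. Removing transcripts at 0 takes 6622 mRNAs and 33 lncRNAs out of the prepubertal comparison, which by construction raises the mRNAs there. A pseudocount of 0.1 left both shares unchanged, since ranks do not depend on it.

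The share of lncRNAs of 200 to 400 nt was 59.4% for the longest transcript per locus and 21.0% among lncRNAs above 0 in both libraries, the latter chosen after the data were examined. The share with an open reading frame of 61 to 90 was 13.3% for ATG to stop in 6 frames, 0.543% and 0.0247% from stop to stop in nt (3 and 6 frames), and 40.4% and 46.7% from stop to stop in codons (3 and 6 frames). Under the last rule it was 34.6% among lncRNAs above 0 in both libraries, again chosen after the data were examined. The moves between rules for the reading frame follow from the definitions. The cause of the lower shares among lncRNAs above 0 in both libraries was not settled.

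In the authors' deposited table, a q below 0.01 left 73 lncRNAs and 582 mRNAs. A requirement of FPKM above 0 in both libraries left 76 lncRNAs of the authors' deposited table, 51 higher and 25 lower at puberty. Each is a smaller set by construction. The number of 2-fold changes fell from 1939 to 151 lncRNAs when FPKM had to be above 0 in both libraries, and rose from 330 to 1899 mRNAs with a pseudocount of 0.1, which lets low values pass.

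The median log2 ratio of the 241 neighbouring genes went from 0.00 to -0.015 with mean FPKM of at least 1 and to -0.041 after centring within classes of transcript length. That of the ECM-receptor interaction genes was -0.80 with a pseudocount of 0.1, -0.55 after scaling and -0.48 after centring by length. That of the puberty signalling genes went from -0.39 to -0.41 with a pseudocount of 0.1, -0.36 with mean FPKM of at least 1 and -0.27 after centring by length. Centring was chosen after the data were examined. The cause of these moves was not tested, beyond length itself, and all of these medians of the ECM and puberty signalling genes stayed below 0.

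Of the candidate lncRNA loci and their target genes, 4 were higher at puberty. It was 5 when the transcript with the highest FPKM was taken or the libraries were scaled to equal medians. The change was XLOC_113511, whose log2 ratio of -0.05 became 0.10 and 0.0016; the cause was not tested. With the libraries scaled to equal Actb, chosen after the data were examined, 7 were higher, as XLOC_113511 (0.34), Igfbp5 (0.18) and Igfbp6 (0.14) reversed. This follows from the factor of 1.32 that Actb sets for every gene. Of the 10 marker lists, 6 had a median below 0 in the main setting and with a pseudocount of 0.1, mean FPKM of at least 1 or scaling. Among single genes and single lists, 60 other values moved and 39 did not, each with its direction kept. The depth limits short lncRNAs most, as 1 fragment is worth a median of 3.92 FPKM at 230 to under 250 nt.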

Differences from the paper's values

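The share of rat lncRNAs with an open reading frame of 61 to 90 nt was 16.3%, against the paper's 46.7%. Of the alternatives set before the data were examined, stop to stop in 6 frames counted in codons gave 46.7% and stop to stop in 3 frames counted in codons 40.4%, both within 1.5 times of the paper's value. The others did not: ATG to stop in 6 frames (13.3%), ATG to stop in codons (17.0%), stop to stop in nt (0.543% in 3 frames and 0.0247% in 6) and the longest transcript per locus (16.6%).

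The median log10(FPKM + 1) of lncRNAs in the pubertal library was 0, against the paper's about 0.33 in Fig. 1b, read by eye. With transcripts above 0 it was 0.331, with FPKM of at least 0.1 it was 0.334 and for lncRNAs of at least 1000 nt 0.306, while sums per gene gave 0. The median of mRNAs was 0.544 in the prepubertal and 0.528 in the pubertal library, against the paper's about 0.93 for each in Fig. 1b, read by eye. With transcripts above 0 these medians were 0.915 and 0.908, with FPKM of at least 0.1 they were 0.978 and 0.965, and with sums per gene 0.673 and 0.660, all within 1.5 times of the paper's value. The setting with lncRNAs of at least 1000 nt leaves the mRNAs as they are.

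The paper states that lncRNAs were expressed below mRNAs in rat hypothalamus. With all transcripts of the prepubertal library, a lncRNA lay below a mRNA in 50.1% of pairs. The other settings gave shares from 52.0% to 70.8%, apart from the pseudocount, which changed nothing. The 50.1% includes 6622 mRNAs at 0 against 33 lncRNAs, and short lncRNAs whose FPKM rests on few fragments.

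By quantitative PCR, the paper reports that XLOC_446331 and Igfbp5 rose at puberty in rat. Its quantitative PCR is relative to Actb, which had a log2 ratio of -0.40 in the RNA-seq values. As deposited, XLOC_446331 had a log2 ratio of 0.24 and Igfbp5 -0.21, and -0.16 after scaling to equal medians. Scaled to equal Actb, a setting chosen after seeing the values, XLOC_446331 had 0.43 and Igfbp5 0.18, the direction the paper reports. Table 1 gives the same rat primer pair for Igfbp5 and Tgfbi, so which of these genes the quantitative PCR measured stays open. Tgfbi had a log2 ratio of 0.42 as deposited. The paper likewise reports a rise of XLOC_113511 with Kiss1. The log2 ratio of XLOC_113511 was -0.05 as deposited, 0.10 for its transcript with the highest FPKM alone and 0.0016 after scaling to equal medians. It was -0.29 for TCONS_00129939, the transcript that holds both primers. Scaled to equal Actb, XLOC_113511 had 0.34 and TCONS_00129939 0.09, again the direction the paper reports. Kiss1 had 0.96, and 1.29 scaled to equal Actb. The paper presents the 4 rat loci as lncRNAs with differentially expressed targets listed in Additional file 2. Of the 4 loci, 1 is in the rat sheet, XLOC_414038, with Igfbp6 among its listed genes. For Igfbp5, Igfbp6, Tgfbi and Kiss1 the lowest q in the authors' deposited table was 0.0861.

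The paper names terms as enriched in both species whose P in its rat sheets is above its threshold: the paper's P is 0.767 for the AMPK signaling pathway, 0.528 for the oxytocin signaling pathway, 0.253 for insulin secretion of lncRNA targets, 0.0993 for GABAergic synapse and 0.619 for ovarian steroidogenesis. For the primers of XLOC_113511 the product in the deposited sequence was 184 nt, against the paper's 132 in Table 1.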

Other observations

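All tests of explanations in this part were chosen only after the result was seen, with these exceptions. They are the tests of short length alone and of the length trend as the reason for the number of lower ECM and puberty signalling genes. The marker lists were written before the data were examined. One biological explanation was tested, a fall of lncRNAs of every length at puberty. Other differences between the stages were not tested and stay open, since each stage has 1 library and age and estrous phase differ together.

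LncRNAs above 0 in one library were above 0 in the prepubertal library in 2213 cases and in the pubertal library in 32, 69.2 times as many. Lower depth of the pubertal library is argued against by mRNAs of the same libraries, where the corresponding ratio was 1.16. Short length alone is argued against by mRNAs of 200 to 400 nt, where 60.5% of those above 0 in one library were so in the prepubertal one (95% confidence interval 51.4% to 69.0%), against 99.9% of lncRNAs of this length. A fall of lncRNAs of every length alike is argued against by lncRNAs of at least 1000 nt, of which 16 were above 0 in the prepubertal library alone and 16 in the pubertal library alone, and whose median log2 ratio in both libraries was -0.042 (95% bootstrap interval -0.068 to -0.011), a small fall. Shorter lncRNAs above 0 in both libraries fell further, with a median of -0.33 (-0.42 to -0.25) for the 379 of 200 to 400 nt and -0.17 (-0.20 to -0.11) for the 758 longer than 400 and shorter than 1000 nt, so a fall of the shorter lncRNAs stays open. By the p-values of the authors' deposited table, 1736 of the 2213 lncRNAs above 0 in the prepubertal library alone (78.4%) rest on up to 2 fragments, 1141 of them on 1. Of the 32 above 0 in the pubertal library alone, 0 do, and the fewest fragments among them were 3.28, although the derived number came out whole for 34.4% of these 32, so it is less certain there. For mRNAs the shares on up to 2 fragments were 70.4% and 79.5%. A candidate explanation is that short transcripts entered the lncRNA set on single fragments of the prepubertal library, which at a median of 9.77 FPKM per fragment at 200 to under 230 nt pass a filter on FPKM. Among all lncRNAs, the higher of the FPKM values of the libraries had percentile 1 at 0.515. It would also bear on the share of lncRNAs of 200 to 400 nt, which is 21.0% among lncRNAs above 0 in both libraries.

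Longer mRNAs were lower at puberty. With mean FPKM of at least 1, the median log2 ratio was 0.08 at 300 to under 1000 nt, 0.04 at 1000 to under 2000 nt, -0.03 at 2000 to under 4000 nt, -0.11 at 4000 to under 6000 nt and -0.16 at 6000 nt or more. In the authors' deposited table, 97 calls at 300 to under 1000 nt were higher and 32 lower, and 7 were higher and 66 lower at 6000 nt or more. Low expression and the pseudocount are argued against, since with mean FPKM of at least 100 the median at 2000 to under 4000 nt minus that at 300 to under 1000 nt was -0.16. Whether a length effect of the libraries acts on every RNA alike cannot be told from lncRNAs of at least 1000 nt. For those of at least 3000 nt minus those of 1000 to under 2000 nt the difference was -0.024. Its 95% bootstrap interval, -0.092 to 0.046, holds 0. Shorter lncRNAs above 0 in both libraries argue against such an effect. Above 400 and below 1000 nt, their median log2 ratio was -0.17 (-0.20 to -0.11), against 0.07 (0.06 to 0.08) for mRNAs. At 200 to 400 nt it was -0.33 (-0.42 to -0.25), against -0.01 (-0.11 to 0.08) for mRNAs. Entry of short lncRNAs on fragments of the prepubertal library, left open above, could also lower these ratios and was not separated. RNA integrity and fragment selection were not examined.

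All 18 ECM-receptor interaction genes were lower at puberty. Of 10000 random lists of genes past the authors' threshold matched on transcript length, 6.78% held as many lower genes, so the length trend could account for the direction. It does not account for the size of the fall, since 0.02% of these lists had a median as low as -0.59, the median over lists being -0.42. Less meningeal tissue in the pubertal library is another possible explanation. The list of fibroblasts and meninges was lower in 10 of 10 genes, with a median of -0.77, but 5 of its genes are collagens of the ECM term, with a median of -0.78. The other 5 genes, Dcn, Lum, Igf2, Slc6a13 and Slc22a6, had a median of -0.33, from -1.04 to -0.11. Of these, Igf2 had the highest FPKM (27.1 before and 21.3 at puberty) and Dcn hardly moved (11.8 and 10.9). The 13 ECM genes outside the list were all lower too, with a median of -0.52, among them Tnc (-0.77) and Tnr (-0.54). Which of these 13 genes the meninges express was not set by any list, so this neither needs nor excludes lost meninges. With the 5 genes outside the term this wide apart, lost meninges cannot be told apart from lower matrix expression. All 10 genes of the list had mean FPKM of at least 1 in this tissue, and 7 were past the authors' threshold.

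Of the 33 puberty signalling genes, 27 were lower. Of random lists of genes past the authors' threshold matched on length, 20.6% held as many lower genes and 66.6% had a median as low. Without matching on length, these shares were 1.96% and 49.3%. The median over lists was -0.41 with and -0.38 without matching, both near the -0.39 of these genes. The length trend may thus suffice for the number of lower genes, while the size of their median does not need it.

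Of the 146 lncRNA calls in the authors' deposited table, 84 lie at loci with several lncRNA transcripts. In 59 of these (70.2%) the locus sum changed less than 0.5 times as much on the log2 scale as the transcript called, and 13 loci had calls in both directions. For mRNAs it was 270 of 430 calls (62.8%). One such locus is XLOC_263044, with a log2 ratio of 0.28 for its sum. A candidate explanation is that fragments were assigned to different transcripts of one locus in the 2 libraries. A steady transcript of higher FPKM at the same locus would give the same picture for calls in one direction, and this was not separated. The p-values of the authors' deposited table imply a standard error of the log2 ratio. It was taken for transcripts of at least 1000 nt that are the only one of their gene and above 0 in both libraries. On 1000 to 3000 fragments it varied little, with a median of 0.140 and a ratio of 1.07 between its percentiles 90 and 10. This ratio was 1.497 at 30 to 100 fragments, 1.31 at 100 to 300, 1.23 at 300 to 1000 and 1.13 above 3000. At 1000 fragments and above, this is consistent with one spread set by abundance rather than measured between rats; at lower abundance the spread varied more, and how much of that comes from abundance within a class was not tested.

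Other marker lists are given as values. The median log2 ratio was 0.48 for red blood cells (4 genes listed, percentile 99.9 of 10000 random lists), with Hbb from 2130 to 5898 FPKM, and 0.25 for the pituitary (percentile 99.9), with Prl at 0 and then 3.395 FPKM and Gh1 at 0.872 and 4.09 FPKM. It was 0.27 for hypothalamic peptides (percentile 100), of which 16 of 18 rose, Oxt from 411 to 686 FPKM, and which share Pomc with the pituitary list. These transcripts are short (median 711 nt), and centring by length left 0.19. The medians were 0.02 for choroid plexus (percentile 71.3), -0.16 for oligodendrocytes and myelin (0.160), -0.11 for endothelium (17.8), -0.24 for immature neurons (0.310), -0.20 for immediate early genes (3.61) and -0.35 for thalamus (0.0300). The percentile of the immature neurons is that of the 10 genes above 0 in at least 1 library, whose median was -0.27. The immediate early genes had -0.63 with a pseudocount of 0.1, and choroid plexus 0.14 with mean FPKM of at least 1.

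Of the other genes the paper names, Igf1 went from 6.01 to 4.30 FPKM (log2 ratio -0.41), Gnrh1 from 8.46 to 6.28 (-0.38), Mkrn3 from 3.04 to 2.03 (-0.41), Kiss1r from 1.52 to 1.77 (0.14), Tac3 from 20.7 to 24.3 (0.22) and Tacr3 from 5.09 to 5.69 (0.14). Scaled to equal Actb, none of these 6 genes changed direction, but the falls shrank to -0.07 for Igf1, -0.02 for Gnrh1 and -0.13 for Mkrn3. The rises grew to 0.41 for Kiss1r, 0.61 for Tac3 and 0.49 for Tacr3. Neat1 was not analysed here. Actb, the reference gene of the paper's quantitative PCR, went from 763 to 576 FPKM (-0.40, q = 0.0873 in the authors' deposited table). In Table 1, the rat primers of Igfbp5 and Tgfbi are the same pair, with the paper's product sizes of 77 and 163 bp.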
